A study of Mus musculus with 9 samples.

How the data were processed

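Hepatocyte RNA of 9 mouse samples in 4 groups was analysed from the authors' own comparison tables: DM1 liver (3 samples) against the ApoE-rtTA control (3), and Mbnl1 KO (2) against FVB wild type (1). Groups were taken from the sample labels. Libraries were made from poly-A RNA at a sequencing core, per the labels' protocols; the aligner, the annotation, the testing program and its version are not stated there. Sequencing depth per sample is unknown.

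Each table holds, per the file headers, 1 value per group and gene, a fold change, a test statistic, a p, an adjusted p and a status. The column layout and the status words are those of Cuffdiff's gene-level output. The program is not named, so this is an inference. On that basis the group values were read as FPKM computed by the authors over the replicates of a group; the headers do not name the unit. For genes of status OK or NOTEST, the log2 fold change deposited by the authors is the log2 ratio of both FPKM, infinite where 1 group is listed at 0; for genes of status FAIL or HIDATA it is 0 and was not used. The test statistic is a score of the authors' program, per the file headers, and was not used. The p-value and q-value are the authors' own; q equals a Benjamini-Hochberg adjustment over the genes with status OK, as checked by recomputing it, and the significance flag equals q under 0.05. Genes with another status (NOTEST, FAIL or HIDATA) have p at 1 in the deposited tables and were treated as not tested: 39095, 4 and 2 genes in DM1 liver and 39174, 5 and 1 in Mbnl1 KO. Several FAIL and HIDATA genes are listed at 0 although hepatocytes use them, so no 0 was read as absence, and no fold was given against a group listed at 0 (77 tested genes in DM1 liver and 195 in Mbnl1 KO). Pooling hides the spread between animals, and the number of FVB libraries behind the control value rests on the labels. The sample words of the knockout table name only a control and an experimental group; the lower Mbnl1 value in the latter was used to check that reading, not to make it. Per-sample columns numbered 0, and 0 were left out as unmatched.

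The design fixed limma or a count test where values per sample exist. As only group values were used, no test between animals was run here, and genes were counted at the authors' adjusted p under 0.05. A stricter count added an absolute log2 fold change of at least 1 and FPKM of at least 1 in the higher group. The calls of both tables were compared with Fisher's exact test over genes tested in both, and by 10000 shuffles of the calls within 20 bins of mean FPKM. Fold changes of both tables were correlated over genes with FPKM of at least 1 in the higher group of each. The median log2 fold change of each gene list, over members with FPKM of at least 1 in the higher group and a finite fold change, was placed among 10000 random lists whose members were drawn from the same bins of mean FPKM; lists with fewer than 5 such members got no median. Intervals of list medians came from 2000 bootstrap draws of the members. The 29 lists, with 592 symbols, were written from general knowledge. The list of interferon-stimulated genes and that of growth hormone signalling were added after the data were seen.

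The genes named were chosen by a rule: Mbnl1, Mbnl2, Mbnl3, Celf1 and Dmpk; in each comparison the 5 largest rises and the 5 largest falls past the threshold with FPKM of at least 1 in both groups; of the genes past the stricter limits in both comparisons in the same direction, the 5 whose smaller change was largest; and list members past the stricter limits, at most 6 per list and comparison, of which the text gives a part. Some genes that the rule selects are not reported here. This rule, the tests, the lists and the alternatives were fixed before the data were examined, except where the text says otherwise.

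Gene IDs were matched to GENCODE M21 (build GRCm38), which may not be the authors' annotation. Of 53709 IDs, 53615 matched without their version, and 94 did not. Of 51459 with the same version, 51444 (99.97%) lay inside the position range the tables give, so the tables use the same build; coordinates are those of GENCODE M21, counted from 1. The ranges in the tables often join overlapping genes and equal the gene in 32262 cases. Clone-based names were matched to current symbols by gene ID. Sharing of reads was estimated from the longest M21 transcript of a gene, as the percent of its 50-base words, read at every 5 bases, found in transcripts of another gene on either strand. Genes with many shared words, overlapping genes and antisense genes are uncertain, since the strand rule of the authors' counting is not stated.

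Clusters of calls along the genome were sought in windows of 10 Mb at steps of 5 Mb with at least 10 genes, after keeping the most expressed member of a gene family per 2 Mb bin and of each range, with 1000 shuffles of the calls. Families were recognised by the letters that open a symbol. Genes such as H2-K2, H2-Q2 and C4a, with a digit after the first letter, were not joined into families. GC content and length came from the longest M21 transcript, in 10 bins each. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

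The statistics were tested on simulated data. Of 10 simulated lists of 20 genes shifted by 1 among 10670 genes, 100% were placed above the central 95% of random lists, and 4.50% of 200 unshifted lists lay outside the central 95%. These lists were random genes, so the rate for lists of genes that change together is not known. Of 100 simulated pairs of independent calls over 13791 genes, 3.00% had an overlap above 95% of shuffles, and 100% did once 200 shared calls were planted. Uniform calls over 8685 genes gave a window past the shuffles in 2.50% of 40 runs, and a planted region was found in 92.5%. The planted regions lay in windows of many genes and had a high rate of calls. They counted as found when the strongest window was on their chromosome. The 92.5% thus does not hold for smaller or weaker clusters. Recomputed and deposited q differed by at most 5.14e-07 over 14608 genes of the DM1 liver table and 5.28e-07 over 14529 genes of the Mbnl1 KO table.

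Alternatives changed the adjusted p limit, the genes over which p was adjusted, the fold and FPKM limits, the scaling of the groups and the scale of the fold change (log2 of FPKM + 1).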

Results

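Poly-A RNA from isolated mouse hepatocytes, the main cell type of the liver, was sequenced in 9 samples that fall into 4 groups. Myotonic dystrophy type 1 (DM1) is caused by an expanded CTG repeat in DMPK, whose transcript binds and withdraws muscleblind-like (MBNL) splicing factors. The liver model, called DM1 liver here, carried a reverse tetracycline transactivator under the ApoE promoter together with a doxycycline-inducible allele that makes a toxic CUG repeat RNA, and had 3 samples. Its control carried the transactivator without the repeat allele, was also fed doxycycline, and had 3 samples. The whole-body model was a mouse homozygous for a deletion in Mbnl1 on the FVB strain, called Mbnl1 KO here, with 2 samples, and its control was wild-type FVB with 1 sample in the labels. Each model was compared with its own control, in a separate table normalized on its own.

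The values are the authors' FPKM (counts of sequenced fragments scaled for transcript length and library size), given as 1 pooled value per group and gene. No replicate spread can therefore be given beside any value, the sequencing depth is unknown, and each fold change and adjusted p is the authors' own. Each table lists 53709 genes. The authors' deposited table for DM1 liver gives a test for 14608 genes, or 27.2% of those listed, and the table for Mbnl1 KO for 14529 genes. FPKM of at least 1 was listed for 10219 genes in the ApoE-rtTA control, 10443 in DM1 liver, 10071 in the FVB control and 10508 in Mbnl1 KO. Some abundant genes, such as Alb in Mbnl1 KO (status HIDATA), are listed at 0 without a test. Shares of FPKM were therefore taken without the 8 genes of status FAIL or HIDATA in either table. Of the other genes, the 10 with the largest values took 20.8% of FPKM in the ApoE-rtTA control, 21.2% in DM1 liver, 23.2% in the FVB control and 20.4% in Mbnl1 KO. The smallest p in either table is 5e-05, as the authors' program reports it, and 1192 genes in DM1 liver and 653 in Mbnl1 KO sit at that value. Their adjusted p in the authors' deposited table is 0.000613 in DM1 liver and 0.00111 in Mbnl1 KO, so genes at the limit cannot be ranked by p.

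The targeted gene was read first. Mbnl1 (ENSMUSG00000027763.13) is a protein-coding gene on chromosome 3, from 60472830 to 60629750 on the plus strand of GRCm38. Its FPKM in the authors' deposited table was 28.5 in the FVB control and 11.9 in Mbnl1 KO, a log2 fold change of -1.26 with the authors' adjusted p of 0.00111. The allele removes exon 3, so reads from the rest of the transcript can remain. In DM1 liver, Mbnl1 was listed at 24.8 against 19.3 in its control in the authors' deposited table, a log2 fold change of 0.36 that did not pass 0.05 (the authors' adjusted p was 0.0907).

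Mbnl2 (chromosome 14, 120275669 to 120431697) rose from 12.8 to 21.9 FPKM in DM1 liver in the authors' deposited table, a log2 fold change of 0.77 past the threshold. In Mbnl1 KO it was 19.3 against 15.3 FPKM in the authors' deposited table, with the authors' adjusted p of 0.475. Mbnl3 (chromosome X, 51117269 to 51206532) was barely detected, at 0.301 against 0.0824 FPKM in DM1 liver (log2 1.87, past the threshold in the authors' deposited table), and it was not tested in Mbnl1 KO. Celf1 (chromosome 2, 90940382 to 91019497) encodes an RNA-binding protein whose level rises in DM1 tissues. Its RNA passed the threshold in neither authors' deposited table, and its protein was not measured here. The log2 fold changes of Celf1 in the authors' deposited table were -0.13 in DM1 liver and -0.19 in Mbnl1 KO.

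Dmpk (ENSMUSG00000030409.15, chromosome 7, 19083849 to 19093821, plus strand) rose in both comparisons. It went from 7.21 to 27.2 FPKM in DM1 liver, log2 1.92, in the authors' deposited table. In Mbnl1 KO it went from 4.30 to 9.42 FPKM, log2 1.13, with the authors' adjusted p of 0.00273 in the authors' deposited table. Gene totals do not separate the endogenous transcript from any transgene sequence counted with it.

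**Figure D1:**
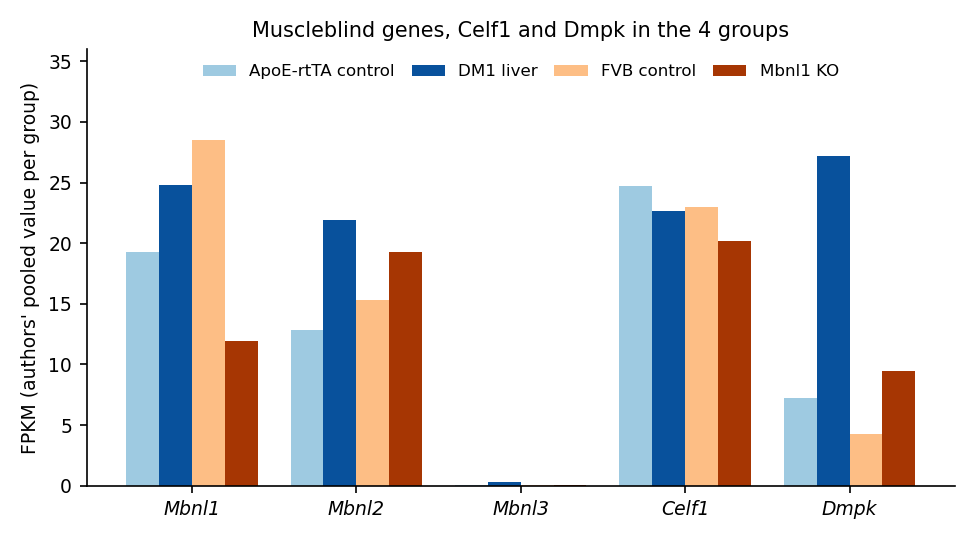
Bars give the authors' pooled FPKM of 5 genes in the 4 groups, on a linear axis from 0, without error bars because no value per sample was used. Mbnl1 is lower in Mbnl1 KO (11.9) than in the FVB control (28.5), and Dmpk is highest in DM1 liver (27.2).

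The comparison of DM1 liver with the ApoE-rtTA control asks which transcripts change when the repeat RNA is made in hepatocytes. By the authors' deposited table, 2637 genes had an adjusted p under 0.05, or 18.1% of the genes tested. Of these, 1614 were higher and 1023 lower, so 61.2% were higher (95% Wilson interval across genes 59.3% to 63.0%). Adding a change of at least 2-fold and FPKM of at least 1 in the higher group left 750 genes, 508 higher and 242 lower. The alternative that moved the first count most was an adjusted p under 0.01, which gave 1840 genes. The median absolute log2 fold change of the called genes not listed at 0 in either group was 0.9996. The share of higher calls depended on expression: it was 75.2% among 826 genes with a mean FPKM under 1, 62.1% among 871 genes from 1 to 10, 53.6% among 689 genes from 10 to 100, and 33.1% among 251 genes of at least 100. The median log2 fold change of the 10670 expressed genes tested was -0.03.

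Among genes with FPKM of at least 1 in both groups, the largest rise in DM1 liver was that of RP23-300H4.1 (ENSMUSG00000048087.6, now Gm4737, chromosome 16, 46152985 to 46155077), a protein-coding gene on the minus strand. It went from 3.26 to 248 FPKM, log2 6.25, in the authors' deposited table, but 93.4% of its 50-base words also occur in transcripts of other genes. Cyp3a41a followed at log2 4.62 (98.5% of words shared), then the pseudogene now called 9030619P08Rik (ENSMUSG00000053168.6) at 4.43 (none shared), Cyp2c40 at 4.26 (72.6% shared) and Cyp2a22 at 4.15 (20.1% shared) in the authors' deposited table. The largest falls in the authors' deposited table were those of Mup11 (log2 -5.04, from 259 to 7.85 FPKM), Serpina1e (-5.04, from 1840 to 55.9 FPKM), Mup14 (-4.44), Mup19 (-4.25) and Serpina4-ps1 (-3.96). The Mup genes lie in a cluster on chromosome 4 and shared 88.7% (Mup11), 97.7% (Mup14) and 100% (Mup19) of their words with other genes, so the split of reads among them is uncertain. Serpina1e (chromosome 12, 103946931 to 103958975) shared 35.9%, and the pseudogene Serpina4-ps1 none.

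The comparison of Mbnl1 KO with the FVB control asks which hepatocyte transcripts change when MBNL1 is lost in the whole body. By the authors' deposited table, 1747 genes had an adjusted p under 0.05, or 12.02% of the genes tested. Higher genes numbered 1260 and lower genes 487, so 72.1% were higher (95% Wilson interval across genes 69.97% to 74.2%). The 2-fold and FPKM limits left 878 genes, 657 higher and 221 lower. An adjusted p under 0.01 moved the first count most, to 1067 genes. With 1 FVB sample in the labels, the control side has no replicate check. The share of higher calls was 94.7% among 580 genes with a mean FPKM under 1, 70.9% among 714 genes from 1 to 10, 45.99% among 387 genes from 10 to 100 and 40.9% among 66 genes of at least 100. The median log2 fold change of the 10676 expressed genes tested was -0.09.

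Among genes with FPKM of at least 1 in both groups, Lcn2 (chromosome 2, 32384633 to 32388252) rose most in Mbnl1 KO, from 3.72 to 97.3 FPKM, log2 4.71, in the authors' deposited table. It was followed in the authors' deposited table by A1bg (4.70), Saa2 (4.31, with 31.5% of words shared with other genes), Cd36 (4.28) and Cyp4a14 (4.16). Angptl8 (chromosome 9, 21835510 to 21837347) fell most, from 276 to 13.003 FPKM, log2 -4.41, in the authors' deposited table. Next in the authors' deposited table came Elovl3 (-3.97, from 171 to 10.9 FPKM), Serpina4-ps1 (-3.61), Mup21 (-3.42) and Hspa1b (-3.02, with 62.1% of words shared).

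How far the models change the same genes was asked over the 13791 genes tested in both tables. The tables share no control libraries. The calls of both tables coincided in 685 genes, where independent calls would give 295.3; 1758 genes were called in DM1 liver only, 982 in Mbnl1 KO only and 10366 in neither. The odds ratio was 4.11 (Fisher's exact test, two-sided, p = 1.20e-129), a p that describes the gene lists, since genes are not replicates. Of the 685 genes, 533 moved the same way, or 77.8% (95% Wilson interval 74.5% to 80.8%), and 62.8% would do so from the shares of higher calls alone. Both models were higher in 441 genes and both lower in 92. DM1 liver was higher and Mbnl1 KO lower in 56 genes, and the opposite held in 96. Among genes with FPKM of at least 5 in all 4 groups, 152 genes were called in both, 61.8% of them in the same direction, where the shares of higher calls gave 50.5%. Past the stricter limits in both tables were 197 genes: 144 higher in both, 27 lower in both and 26 in opposite directions.

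Of the genes past the stricter limits in both tables in the same direction, those with a large change in each included Cyp2a4, Cux2, Slc22a27 and Bmper. Cyp2a4 rose from 0.284 to 331 FPKM in DM1 liver (log2 10.19) and from 0.112 to 75.5 in Mbnl1 KO (9.40) in the authors' deposited table, with 38.8% of its words shared with other genes. Cux2 (chromosome 5, 121856366 to 122050102), which shares none, had log2 fold changes of 7.06 and 6.79 in the authors' deposited table, reaching 3.20 and 7.12 FPKM. The values of Slc22a27 were 6.51 and 5.79, and those of Bmper 6.89 and 4.97 in the authors' deposited table. These 4 genes were below 0.3 FPKM in both controls, where a ratio depends on few reads.

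Without a threshold, the log2 fold changes of 10195 genes with FPKM of at least 1 in each comparison had Spearman's rho of 0.125 and Pearson's r of 0.298. These correlations are across genes, which are not independent replicates. The alternative that moved rho was FPKM of at least 10 in each comparison, which gave 0.0988. Over the 455 such genes called in both, rho was 0.575.

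**Figure D2:**
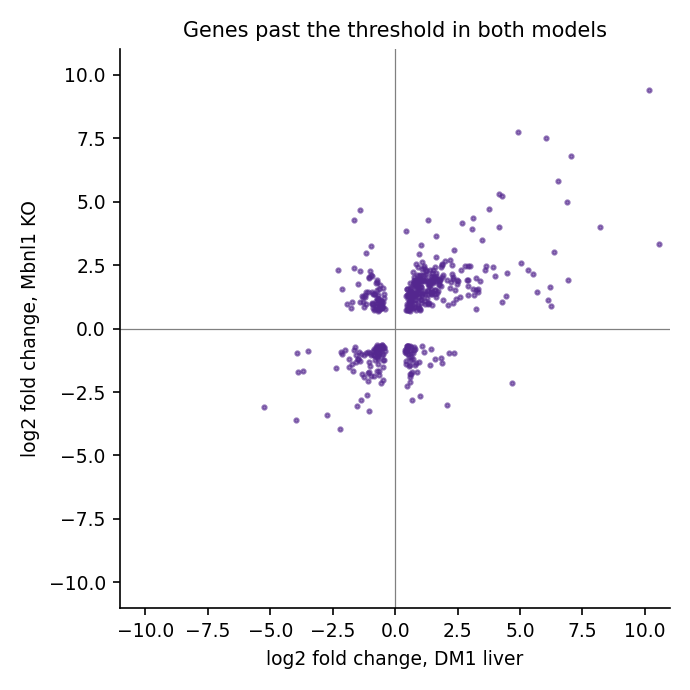
Each point is a gene past an adjusted p of 0.05 in both tables, with FPKM of at least 1 in each comparison and a value above 0 in every group (455 genes); the axes give the authors' log2 fold changes. Of these, 245 are higher in both models, 84 lower in both, 51 higher in DM1 liver and lower in Mbnl1 KO, and 75 the opposite.

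Hepatocyte functions were then read as gene lists fixed beforehand. Of 29 lists, 23 had at least 5 expressed members, giving 46 medians over both comparisons. A median was placed among 10000 random lists of the same size and matched expression. Of the 46, 28 lay outside the central 95%, where 2.3 would be expected if genes changed independently. Genes of a list can change together and some lists share members, which the random lists do not copy. The 2.3 is therefore no firm yardstick for the 28, and the excess may be overstated. For 11 of these 28 the bootstrap interval of the median included 0, with members going both ways: phase I drug metabolism, hepatic transporters and the circadian clock in both comparisons, phase II drug metabolism, the stress response and pericentral and periportal genes in DM1 liver, and bile acid synthesis in Mbnl1 KO. Their place says where the median lay, not that the members moved together. In DM1 liver 9 lists lay above and 4 below, and in Mbnl1 KO 12 above and 3 below. Counts of called members below come from adjustment over all genes tested, followed by the count adjusted over the list alone. These placements describe the pooled values and are not tests between animals, and no difference between the comparisons was tested.

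The list of phase I drug metabolism (oxidation, chiefly by cytochromes P450) had a median log2 fold change of 0.21 in DM1 liver, above all 10000 random lists. By the authors' deposited table, 52 of its 70 tested genes were called (31 higher, 21 lower), and 55 when adjusted over the list alone. In Mbnl1 KO its median was 0.05, above 99.98% of random lists, and 30 of 69 genes were called (21 higher, 9 lower), or 35 adjusted over the list alone. Its members with large changes in DM1 liver in the authors' deposited table included Cyp3a41b (10.67), Cyp2b9 (10.59), Cyp2a4, Cyp3a16 (8.21) and Cyp3a41a. In Mbnl1 KO the authors' deposited table gave large changes for Cyp2a4, Cyp2b13 (7.40), Cyp3a44 (5.29), Cyp2c69 (5.24) and Cyp3a16 (4.02), among others. Phase II drug metabolism (conjugation) had medians of 0.06 in DM1 liver and -0.14 in Mbnl1 KO. Its called members numbered 23 of 55 in DM1 liver (29 adjusted over the list alone) and 9 of 55 in Mbnl1 KO (9 adjusted over the list alone). Sult2a1 and Sult3a1 were listed at 0 in the ApoE-rtTA control and at 27.6 and 2.85 FPKM in DM1 liver in the authors' deposited table. In Mbnl1 KO, Nnmt rose (log2 2.47) and Ugt2b38 fell (-1.92) in the authors' deposited table. Hepatic transporters had medians of 0.14 and 0.07, with 8 of 24 genes called in DM1 liver and 3 of 24 in Mbnl1 KO (9 and 3 adjusted over the list alone); Slco1a1 fell in DM1 liver (-2.49) and Abcb1a rose in both (1.64 and 2.82) in the authors' deposited table.

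Lists of lipid metabolism came next. Lipid synthesis had a median of -0.15 in both comparisons, inside the random lists, with 13 of 28 genes called in DM1 liver and 9 of 27 in Mbnl1 KO (13 and 14 adjusted over the list alone). Of the called genes, 4 were higher and 9 lower in DM1 liver, and 6 higher and 3 lower in Mbnl1 KO. Elovl3 fell in both (-2.23 and -3.97), Scd1 fell in DM1 liver (-1.64), and Lpin1 rose there (1.94) in the authors' deposited table. In Mbnl1 KO, Lpin2 rose (1.65) and Mid1ip1 fell (-1.60) in the authors' deposited table. Fatty acid oxidation had a median of -0.20 in DM1 liver, inside the random lists, and 0.26 in Mbnl1 KO, above all of them. Of its 40 tested genes, 10 were called in DM1 liver (3 higher) and 12 in Mbnl1 KO (10 higher), or 11 and 13 adjusted over the list alone. Pdk4 fell in DM1 liver (-1.66) and rose in Mbnl1 KO (4.28), and Cyp4a14 rose in both (2.68 and 4.16) in the authors' deposited table. Lipid uptake and droplets had medians of -0.03 (0.00044 after rescaling) and 0.39, the latter above all random lists, with 7 of 27 and 3 of 26 genes called (8 and 3 adjusted over the list alone). Cd36 rose by 1.32 in DM1 liver, and Fabp1 was lower (-1.06), in the authors' deposited table. Cholesterol synthesis had medians of -0.15 and -0.07, the latter 0.02 after rescaling, with 10 of 23 and 2 of 23 genes called (13 and 2 adjusted over the list alone). Bile acid synthesis had medians of -0.14 and 0.07, with 4 of 14 and 5 of 14 genes called (6 and 9 adjusted over the list alone); Cyp7b1 fell in Mbnl1 KO (-1.34) and Cyp39a1 rose in both (1.21 and 1.07) in the authors' deposited table.

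Genes with sex-biased expression in liver were read as a list for each sex. Those higher in females had a median of 5.34 in DM1 liver and 5.27 in Mbnl1 KO, above all random lists; on the log2(FPKM + 1) scale the medians were 2.604 and 2.497. The authors' deposited table called 16 of 20 tested members in DM1 liver and 16 of 20 in Mbnl1 KO (17 and 17 adjusted over the list alone), 15 and 16 of them higher. Those higher in males had medians of -1.70 and -1.34, below all random lists, with 13 of 17 and 11 of 17 genes called (15 and 12 adjusted over the list alone). Mup20 (-3.70 in DM1 liver), Mup3 (-3.34), Mup21 (-2.72 and, in Mbnl1 KO, -3.42), Hsd3b5 (-2.85 in Mbnl1 KO) and C6 (-1.69 in Mbnl1 KO) were among the male-biased genes that fell in the authors' deposited table. The 4 Y chromosome genes were expressed in all groups, with none called in either table and none adjusted over the list alone, and Xist was at most 0.0166 FPKM in every group of the authors' deposited table.

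Markers of other liver cell types ask whether RNA of cells other than hepatocytes differs. Kupffer cell and macrophage markers had a median of 1.15 in DM1 liver and 1.91 in Mbnl1 KO, above all random lists, with 15 of 17 and 17 of 17 genes called, all higher (16 and 17 adjusted over the list alone). Endothelial markers had medians of 0.49 and 1.37, with 7 of 17 and 15 of 17 called (10 and 16 adjusted over the list alone). Stellate and fibroblast markers had medians of 0.15, inside the random lists, and 1.33, with 2 of 16 and 10 of 16 called (1 and 11 adjusted over the list alone). C1qa reached 33.1 FPKM in DM1 liver (log2 1.45), and C1qc 30.1 FPKM in Mbnl1 KO (2.16), in the authors' deposited table. Hepatocyte markers had medians of -0.06 and -0.28, inside the random lists, with 4 of 19 and 1 of 18 called (5 and 3 adjusted over the list alone). Cholangiocyte, lymphocyte, neutrophil and erythrocyte markers had fewer than 5 expressed members in each comparison and no median. Their called genes numbered 2, 3, 1 and 1 in DM1 liver and 1, 1, 4 and 3 in Mbnl1 KO (2, 7, 1 and 1, and 1, 2, 4 and 4, adjusted over the list alone). Of the called genes, 1 lymphocyte marker and the erythrocyte marker were lower in DM1 liver, and the lymphocyte marker was lower in Mbnl1 KO. Ighm (-2.46) and Alas2 (-2.49, from 74.9 to 13.4 FPKM) fell in DM1 liver in the authors' deposited table. Ccl5 rose in DM1 liver (4.11), and Hbb-bs, whose words are shared with other genes at 65.5%, rose in Mbnl1 KO (2.46) in the authors' deposited table.

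Acute phase genes had medians of 0.36 in DM1 liver and 0.57 in Mbnl1 KO, above all random lists, with 12 of 24 and 8 of 24 genes called (14 and 10 adjusted over the list alone). Hp went from 555 to 2977 FPKM in DM1 liver (log2 2.42) and Orm3 rose by 5.31 in the authors' deposited table. In Mbnl1 KO, Saa1 (3.84), Mt2 (4.09) and Mt1 (3.59) rose in the authors' deposited table. Genes of the integrated stress response and unfolded protein response had a median of 0.15 in DM1 liver, above 99.3% of random lists, and of -0.75 in Mbnl1 KO, below all of them. The calls were 3 of 24 and 14 of 25 (3 and 17 adjusted over the list alone). Of the 14 called in Mbnl1 KO, 10 were lower and 4 higher. Hspa5 went from 902 to 289 FPKM in Mbnl1 KO (log2 -1.64), and Manf (-1.94) and Creld2 (-1.90) were also lower in the authors' deposited table. Chac1 was higher there (1.75).

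Circadian clock genes had a median of -0.21 in DM1 liver and 0.60 in Mbnl1 KO, outside the random lists in both, with bootstrap intervals of -0.45 to 0.11 and -0.36 to 0.98. The calls were 6 of 18 (2 higher, 4 lower) and 13 of 18 (8 higher, 5 lower), or 8 and 14 adjusted over the list alone. In Mbnl1 KO the authors' deposited table gave Nr1d1 at -2.82 (56.6 to 8.03 FPKM), Bhlhe41 at -2.09, Arntl at -1.30 and Usp2 at 1.59. Nuclear receptors had medians of -0.05 and 0.59, the latter above all random lists, with 6 of 21 and 12 of 21 called (6 and 13 adjusted over the list alone). Esr1 rose in both (1.58 and 2.00), and Ppara rose in Mbnl1 KO (1.57), in the authors' deposited table. Immediate early genes induced by tissue dissociation had a median of -1.29 in DM1 liver, below all random lists, and of -0.25 in Mbnl1 KO, inside them. Their calls were 15 of 20 and 12 of 19 (16 and 13 adjusted over the list alone). Egr1 went from 78.6 to 16.4 FPKM in DM1 liver (-2.26) in the authors' deposited table.

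Pericentral hepatocyte genes had medians of -0.44 (bootstrap interval -0.60 to 0.30), below the random lists, and 0.05, inside them. The calls were 12 of 18 in DM1 liver, 5 higher and 7 lower, and 2 of 18 in Mbnl1 KO (15 and 5 adjusted over the list alone). Periportal hepatocyte genes had medians of 0.25 (bootstrap interval -0.14 to 0.90), above 99.81% of random lists, and -0.23, inside them, with 7 of 16 (5 higher, 2 lower) and 1 of 15 called (8 and 0 adjusted over the list alone). Cell cycle genes had medians of 0.01 and -0.34 over 7 and 10 expressed members, the latter below the random lists, with 2 of 24 and 1 of 26 called (1 and 0 adjusted over the list alone). RNA-binding regulators had medians of 0.11 and 0.10, inside the random lists in both, with 5 of 13 and 2 of 12 called (6 and 2 adjusted over the list alone).

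A further pair of lists was written after the data were seen, so their counts describe a pattern already noticed. Interferon-stimulated genes had medians of 2.18 in DM1 liver and 0.60 in Mbnl1 KO, with 48 of 50 and 20 of 50 genes called, all higher (48 and 26 adjusted over the list alone). Growth hormone signalling genes had medians of -0.09 and -0.28, inside the random lists, with 3 of 8 and 3 of 8 called (4 and 3 adjusted over the list alone).

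**Figure D3:**
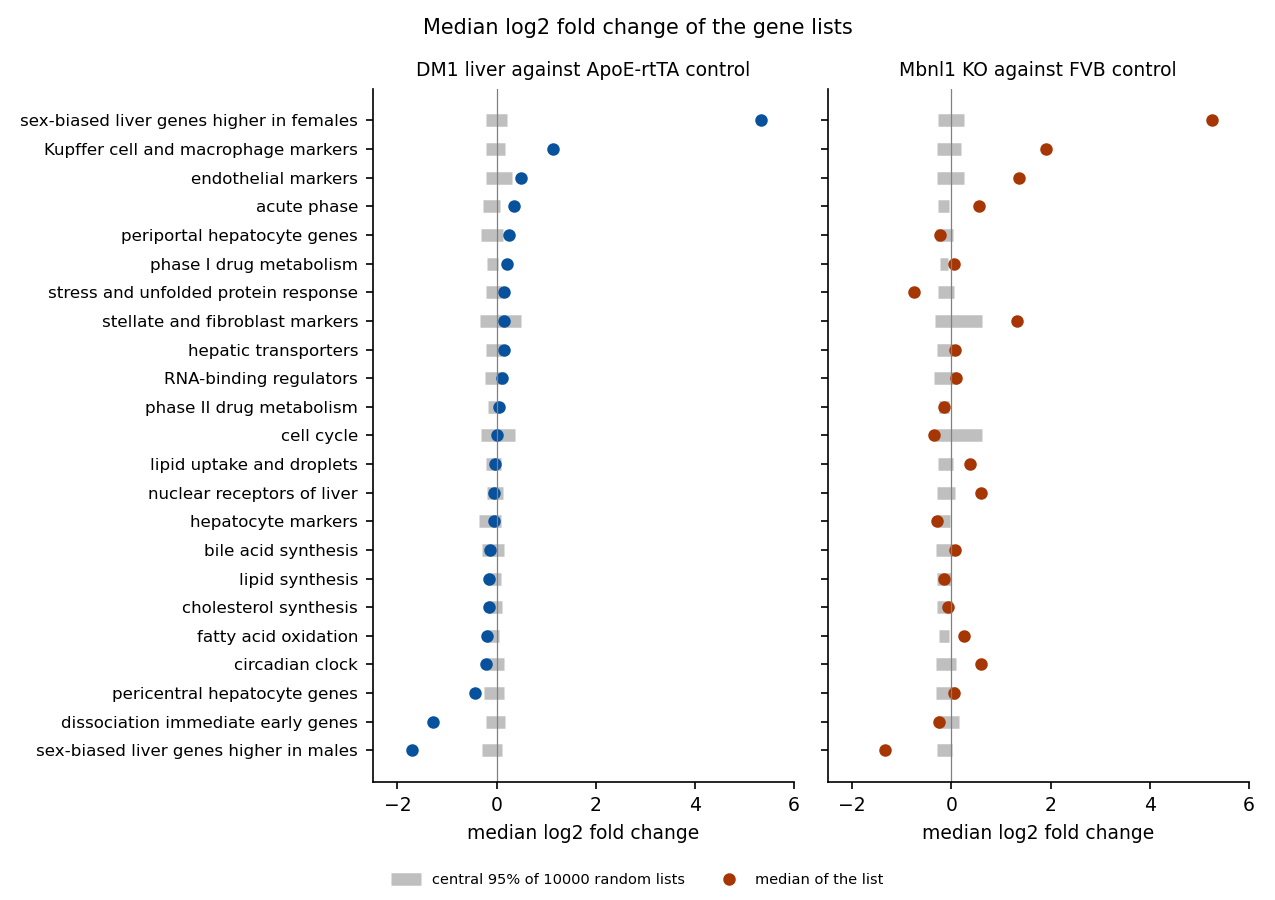
Points give the median log2 fold change of each gene list with at least 5 expressed members, in DM1 liver (left) and Mbnl1 KO (right); grey bars give the central 95% of 10000 random lists of the same size and matched expression. The female-biased list is highest in both panels (5.34 and 5.27) and the male-biased list lowest (-1.70 and -1.34).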

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

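Of 539 recomputed values, 4 changed sign, all of them list medians that stayed within their bootstrap intervals. Of the 539, 352 were values of single named genes, whose sign the settings could not turn. Rescaling took lipid uptake and droplets in DM1 liver from -0.03 to 0.00044 and cholesterol synthesis in Mbnl1 KO from -0.07 to 0.02. Using all members above 0 took stellate markers in DM1 liver from 0.15 to -0.04 and lipid synthesis in Mbnl1 KO from -0.15 to 0.07. In DM1 liver the count of 2637 genes stayed within 1.5 times under the 3 alternatives for adjusted p (1840, 1966 and 3268 genes). In Mbnl1 KO it stayed so at 0.1 and with p adjusted over genes with FPKM of at least 1 (2413 and 1314 genes), but an adjusted p under 0.01 gave 1067 of 1747.

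The percent of calls that were higher was recomputed under settings chosen after seeing the data. In DM1 liver it was 64.0% at an adjusted p under 0.01 and 56.5% when p was adjusted over genes with FPKM of at least 1; in Mbnl1 KO it was 68.8% at 0.1 and 64.5% over genes with FPKM of at least 1. That adjustment leaves out the genes of low FPKM, which were mostly higher; for the other settings the cause was not tested. Rescaling each comparison to a median of 0 moved fold changes by 0.03 and 0.09, too little to turn the sign of called genes, so the equal shares it gave say nothing about stability, and it cannot change the authors' adjusted p, so the counts have no value under it.

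The counts under the stricter limits followed those limits. In DM1 liver, where 750 genes passed, 1445 did at log2 0.58, 279 at log2 2, 1337 without a minimum FPKM, 399 at FPKM of at least 5 and 497 with ratios of FPKM + 1. In Mbnl1 KO, where 878 passed, the counts were 189 at log2 2, 440 at FPKM of at least 5, 475 with ratios of FPKM + 1, 1309 at log2 0.58 and 1311 without a minimum FPKM. These changes follow from the limit itself or, for FPKM + 1, from the smaller ratios it gives genes of low FPKM. Rescaling to a median of 0 gave 756 genes in DM1 liver and 895 in Mbnl1 KO.

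The odds ratio of the overlap went from 2.73 among genes with FPKM of at least 5 in every group to 6.93 under the stricter limits, and stayed past the threshold of Fisher's exact test in all 3 alternatives. The share in the same direction, 77.8%, was 86.8% under the stricter limits and 61.8% among genes with FPKM of at least 5 in every group, settings chosen for this share after seeing the data; 67.4% and 50.5% would follow from the shares of higher calls, and the cause was not tested. Spearman's rho between the models, 0.125, was 0.0988 over 4673 genes with FPKM of at least 10 in each comparison, below its interval of 0.106 to 0.144; the cause was not tested.

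Of 138 recomputed list medians, 7 left their bootstrap interval, all toward 0 and all with ratios of FPKM + 1: female-biased genes, macrophage markers and endothelial markers in both models, and stellate markers in Mbnl1 KO. The lists outside the random lists numbered 12 to 13 in DM1 liver and 14 to 16 in Mbnl1 KO. The 352 recomputed values of single named genes, chosen after seeing the data, kept their sign, but this says nothing about stability. A ratio of FPKM + 1 always has the sign of the plain ratio, and rescaling shifted these genes by far less than their own changes. Some sizes fell with FPKM + 1. Cyp3a41b in DM1 liver went from 10.67 to 4.63, and in Mbnl1 KO Cyp2c69 went from 5.24 to 1.25 and Pdk4 from 4.28 to 1.90.

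No paired analysis was possible because the tables hold no column per sample. For the same reason leaving out replicates, other splits of the samples, the pseudocount of 0.1 and a count-based normalization were not run, and without a test for the genes of status NOTEST the filter on low values could not be lifted. The unknown depth limits every statement about genes of low FPKM, and the single FVB sample limits the Mbnl1 KO calls.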

Other observations

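The tests of the excess of higher calls in Mbnl1 KO (except that of scaling), of the genes shared by both models and of the regional clusters in all calls and near Mbnl1 were set before their results were seen; all others were chosen only after the result was seen.

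Calls in Mbnl1 KO were mostly higher. Among 453 called genes with a mean FPKM of at least 10, 45.3% were higher (95% Wilson interval 40.7% to 49.9%). A difference in scaling multiplies every gene alike and would raise these too, so the value argues against scaling as the whole cause; the median of all genes, which normalization holds near 0, decides nothing here. Low expression remains a candidate explanation. RNA from other liver cells is also open. Markers of macrophages, endothelium and stellate cells all rose, but leaving out the genes of 7 marker lists removed 50 higher calls and left 71.3% higher, and the lists do not hold every gene of those cells, so this source and an effect in hepatocytes cannot be told apart.

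In both models macrophage markers rose more than endothelial markers. The difference of their medians was 0.66 in DM1 liver (bootstrap interval 0.40 to 0.87) and 0.54 in Mbnl1 KO (0.38 to 0.79). A lower share of hepatocyte RNA alone would raise both alike, which these differences argue against. More macrophages, or a change in their state, may explain the gap; neither was tested, and the similar rise of endothelial and stellate markers in Mbnl1 KO stays open to a lower hepatocyte share.

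The overlap of calls between the models was larger than expression level would give: the largest of 10000 shuffles within expression bins shared 357 genes, against 685 observed. Removing a trend of GC content and length from 10190 genes left Spearman's rho at 0.116, against 0.125 before. The shuffles argue against expression level as the whole cause of the overlap. The second value argues against a trend of GC content and length as the whole cause of the correlation. The shuffles did not match genes on length, so its part in which genes are called in both tables was not tested. A response common to both models is a hypothesis, with RNA of other cells still open for part of the genes.

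Female-biased genes rose and male-biased genes fell in both models. Female animals in either model would lower the Y chromosome genes by at least 0.58 on the log2 scale if 1 of 3 animals were female, and the lowest of their log2 fold changes over both tables was -0.31; Xist was at most 0.0166 FPKM, so mixed sexes are argued against. Shared reads among paralogs are also argued against: members sharing under 5% of their words had medians of 3.46 over 5 genes in DM1 liver and 4.93 over 6 genes in Mbnl1 KO. Growth hormone sets this sex pattern in liver, and the same change of it in both models was looked for in Cish and Socs2. These genes, chosen after their values were seen, rose in DM1 liver (1.87 and 1.85) and were lower in Mbnl1 KO (-1.37 and -1.16) in the authors' deposited table. As both genes follow hormone pulses, a common change of the hormone and separate causes in each model cannot be told apart. The list of 8 growth hormone genes had medians of -0.09 and -0.28, inside the random lists, with members going both ways.

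A list of 50 interferon-stimulated genes, written after the data were seen, had a median of 2.18 in DM1 liver, where 48 were called, all higher. In Mbnl1 KO 20 of 50 were called, all higher, and the 38 expressed ones had a median of 0.60. Of genes chosen after their values were seen, the authors' deposited table gave Oasl2 at 42.1 FPKM against 0.512, Ifi44 at 20.8 against 0.344 and Gbp3 at 38.5 against 0.827 in DM1 liver and its control. More RNA from macrophages of unchanged state would raise the list no more than macrophage markers. The median of the list was 1.04 higher than theirs (bootstrap interval 0.51 to 1.84). As the list was written after the data were seen, its median may be high through that choice. The difference therefore cannot decide on that source, which stays open. A response to the repeat RNA, an infection in the animals and a difference in strain may each give this pattern, and the design holds no further group to test them.

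Calls in DM1 liver clustered on chromosome 17. Of 477 windows, 2 held more calls than 95% of 1000 shuffles: 26 of 54 genes from 35000001 to 45000000 and 39 of 107 from 30000001 to 40000000, against 19.6% of genes over the genome. The region includes the major histocompatibility complex. Its H2 genes were not joined as a family, and the shuffles treat genes as independent. Neighbouring related genes that change together may therefore add to these counts, and the excess may be overstated. No window passed in Mbnl1 KO. There the window from 35000001 to 45000000 held 10 higher calls among 50 genes, or 20%, against 8.49% over the genome. The difference between the tables was not tested. A strain difference or genome carried with the transgene may explain such a cluster. An interferon response of the genes there is also consistent with it, since the excess was of higher calls (18 of 54), while lower calls made 14.8%, a share not past 0.05 (exact hypergeometric test across 54 genes, p = 0.0987). Counting lower calls alone, 2 windows on chromosome 15 passed, the stronger from 80000001 to 90000000 with 19 of 73 genes.

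Within the chromosome 17 region, 4 genes chosen after their values were seen were called lower in DM1 liver and were not called in the other table. By the authors' deposited table, C4a was listed at 359 FPKM in the ApoE-rtTA control, 42.2 in DM1 liver, 236 in FVB and 197 in Mbnl1 KO. The values in that order were 10.2, 0.246, 8.53 and 5.26 for Cyp21a1, 19.6, 2.88, 11.1 and 11.03 for H2-K2, and 5.38, 0.811, 3.55 and 4.38 for H2-Q2 in the authors' deposited table. The tables were normalized separately, so levels across them are only descriptive.

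Some processed pseudogenes were near absent in 1 group of the DM1 liver table. Rps2-ps13, chosen after its values were seen, was at 0.103 and 61.1 FPKM, and RP23-338O4.6 at 41.5 and 0.0630, in control and DM1 liver, in the authors' deposited table; both share over 89% of their words with other genes. Among processed pseudogenes of at least 5 FPKM, 6 of 33 changed at least 8-fold in DM1 liver and 2 of 38 in Mbnl1 KO (Fisher's exact test, two-sided, p = 0.133). Protein-coding genes of that level changed so in 71 of 7069 cases in DM1 liver and 35 of 6976 in Mbnl1 KO. Against them, processed pseudogenes changed more often in DM1 liver (Fisher's exact test across genes, two-sided, p = 1.17e-06) and in Mbnl1 KO (p = 0.0169), which argues against chance at the rate of protein-coding genes. A strain difference in the DM1 liver table and other causes, such as reads shared with the parent genes, cannot be told apart, because the tables did not differ past 0.05 with so few pseudogenes.

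Around Mbnl1, genome carried with the targeted allele could have changed neighbouring genes. Within 10 Mb, 12.5% of 48 tested genes were called in Mbnl1 KO, against 13.4% over the genome and 20.8% of 48 in DM1 liver, which gives no sign of it.

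Clock genes changed in Mbnl1 KO in opposite directions: the median of Per1, Per2, Per3, Cry1 and Cry2 was 1.16, while Arntl (-1.30) and Clock (-0.78), the latter chosen after its value was seen, were lower in the authors' deposited table. Livers taken at another time of day or feeding state would give this, as would an effect of the genotype on the clock, and the labels give no time, so these cannot be told apart.

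Immediate early genes were lower in DM1 liver, with a median of -1.29. Different handling during cell isolation could give this, and with no handling record it cannot be told apart from an effect of the repeat RNA.

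Dmpk rose in DM1 liver, where repeat RNA of the transgene could have been counted as mouse Dmpk if it carries matching sequence. It also rose by 1.13 in Mbnl1 KO in the authors' deposited table, where no transgene is present, so a rise without it exists; for DM1 liver, transgene reads and endogenous Dmpk cannot be told apart from gene totals.

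Some genes without a test show why a 0 was not read as absence. Alb was listed at 36417 FPKM in FVB and at 0 in Mbnl1 KO, and Serpina3k at 0 in the ApoE-rtTA control and at 14245 FPKM in DM1 liver, in the authors' deposited table; neither has a test there.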
